A study of Homo sapiens with 3 samples. Its data were reported in "Stop codon context influences genome-wide stimulation of termination codon readthrough by aminoglycosides" (2020).

How the data were processed

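Ribosome profiling libraries from HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen, were compared with and without the aminoglycoside G418. Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease (ribosome-protected fragments, RPFs), so that the number of RPFs on a region measures how many ribosomes occupied it. The labels give 3 libraries: Untreated A, Untreated B and G418 A, the last from cells kept for 24 hours with 500 µg/mL G418. The untreated group therefore had 2 libraries and the G418 group 1. Groups were taken from the treatment label alone. The labels name no batch. Untreated A and G418 A share a replicate letter, and the labels do not say whether it marks cultures handled together.

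The study's methods describe how the authors made the tables. Duplicate reads that shared a unique molecular identifier were collapsed, linkers were trimmed, reads from noncoding RNA were discarded, and the remainder was aligned with STAR to the hg38 genome guided by GENCODE annotation. A read was allowed to match many positions and only its primary alignment was kept. Reads from near-identical genes, such as HSPA1A and HSPA1B or the replication-dependent histones, can therefore be credited to the wrong copy, and values for these genes are uncertain. Fragments of 28 to 35 nt were assigned to the codon in the ribosomal A site on a single transcript per gene. That transcript has the 3′-most stop codon, and transcripts overlapping a neighbouring gene on the same strand had been removed. Such a filter lowers the chance that reads past a stop codon come from the coding sequence (CDS) of another isoform.

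The authors deposited, for each transcript, RPM values (reads scaled to a common total of reads assigned to transcripts) of the mRNA, the 5′UTR, the CDS and the 3′UTR. They also deposited RPKM densities, which the authors obtained by dividing RPM by the length of the region in kilobases. The ends of the CDS had been left out of the CDS densities by the authors, because initiating and terminating ribosomes accumulate there. Another kind of column deposited by the authors is a ratio, the ribosome readthrough score (RRTS), which is the RPKM density from the normal termination codon (NTC) as far as the next stop codon in the same frame, which lies in the 3′UTR (3′TC), over the RPKM density of the CDS. The first 6 nt after the NTC are left out, and the 3′TC itself lies inside the region. The whole 3′UTR occupancy is a second deposited ratio. Whole-number counts were deposited by the authors beside the RPM values. Each table listed transcripts with a CDS density of at least 1 RPKM and a readthrough region of at least 18 nt, as their lowest values showed.

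Every RPM value was a whole multiple of the value of 1 read (100% of nonzero values in each library), so reads were recovered exactly by division. In Untreated A the deposited whole-number count of the CDS was 1 lower than the recovered reads for 9080 of 9099 transcripts. In Untreated B this held for 283 of 9311 transcripts and in G418 A for 72 of 9370. Recovered reads were used throughout, although the design had named the whole-number columns, and those columns were tried as an alternative. Each library's depth was taken as the number of reads behind its RPM scale, which was 5857230 in Untreated A, 9477972 in Untreated B and 7216039 in G418 A. With counts of this size, 3 readthrough reads over all transcripts of the main set would correspond to a pooled RRTS of 0.00102% in Untreated A, 0.000611% in Untreated B and 0.000818% in G418 A. Intervals cover counting error or the spread over transcripts of a library, not the variation between cultures.

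RRTS results used transcripts listed in all 3 libraries with a mean of at least 128 CDS reads and a readthrough region of at least 18 nt (5684 transcripts). The study names the same minimum for reads mapped to a transcript. It was applied here to CDS reads and to their mean over the libraries, so a transcript could have fewer CDS reads in a single library, down to 36 in Untreated A. The pooled RRTS is the number of reads in all readthrough regions divided by the number expected there from the CDS density of each transcript. The median RRTS and the tests of stop codon context used the RRTS as deposited. Intervals of pooled values and medians are 95% bootstrap intervals over transcripts (2000 resamples) and intervals of shares are Wilson 95% binomial intervals. RRTS was compared between stop codons with a Mann-Whitney test, two-sided, and between C and each other nucleotide after the stop codon with a one-sided Mann-Whitney test. Both, and a Kruskal-Wallis test of the nucleotide after that, were run as permutation tests with 100000 resamples within each library. P-values were adjusted by the Benjamini-Hochberg method over 9, 27 and 3 tests. The effect size is the probability that a transcript of the first class had the higher RRTS, with ties counted equally for both classes. These tests take transcripts as units and speak of 1 library each, not of replicate cultures.

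The reads after the 3′TC were the 3′UTR reads minus those of the readthrough region, over transcripts with at least 1 in-frame 3′TC and at least 30 nt after it. CDS reads were scaled to RPM of the total CDS reads of the library, with a pseudocount of 0.5 RPM, and expressed as log2 of G418 A over the mean of the untreated libraries. These changes are on the log2(value + pseudocount) scale, which understates the change of low transcripts. Because the G418 group had 1 library, no p-value or call between conditions was computed, and each difference was set beside the difference between the untreated libraries. For 4 gene sets written down beforehand, the median change of members with a mean of at least 20 CDS reads was ranked among 10000 random sets of the same size matched on deciles of mean expression. The named genes are the ones the study names, the 5 transcripts with the highest RRTS in G418 A among those with at least 50 readthrough reads, and the 5 largest rises and 5 largest falls of CDS density in the same direction against both untreated libraries.

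Transcript sequences and coordinates came from GENCODE release 44 on hg38, the genome build of the authors with a later annotation release. Of the 5684 transcripts, 4418 (77.7%) carried the same versioned identifier in that release, and the stop codon and next nucleotide were equal in all 4418. The nucleotide after that, and overlaps of the readthrough region with annotated CDS, were read from these transcripts only, so both were left out for the other transcripts. Coordinates are given only for matched transcripts. GPX4, which the study names, was listed in none of the 3 tables and has no values here, and the density of the 5′UTR was not used because some adjusted 5′UTR lengths are negative.

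The statistics were tested on simulated data. With Poisson counts drawn from the real means, which leave out variation between cultures, 100.0% of 200 transcripts changed 4-fold passed a log2 change of 1, and 0 of 5484 unchanged transcripts did. The real untreated libraries differed by more than such counting noise, with a chi-square per degree of freedom of 7.94 over 8812 transcripts, so this simulation does not show how often unchanged transcripts pass in real libraries. A doubled readthrough rate on UGA transcripts gave a probability of 0.826 and a permutation p of 1e-05 over 4485 transcripts, and 5.0% of 100 comparisons with no difference over the same transcripts had a p under 0.05. Apart from the doubling, the simulated rate was the same for every transcript, with Poisson counts. Real spread between transcripts was left out, so 0.826 does not show what a doubled rate would give in the real libraries. Alternatives covered the count filter, the length of the readthrough region, thinning every library to the smallest total of CDS reads, leaving out transcripts with an RRTS of 0, leaving out each untreated library, edgeR's TMM factors, DESeq2 size factors and a pseudocount of 5 RPM. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for the scaling factors only.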

Results

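RPFs were measured in HEK293T cells that were left untreated (2 libraries, Untreated A and Untreated B) or kept for 24 hours in 500 µg/mL G418 (1 library, G418 A). G418 is an aminoglycoside that binds the ribosome and lowers the accuracy of decoding. The question put to the data was how often ribosomes read through stop codons with and without the drug, on which stop codons, and how far they went on into the 3′UTR. The study reported that reads past the stop codon showed no preferred reading frame without the drug, but mostly kept the CDS frame with G418. The RRTS counts reads of every frame, so in the untreated libraries it may include ribosomes that did not read through. Folds over the untreated mean and tests within the untreated libraries share this limit. Values marked ± are means with the SD of the 2 untreated libraries. The G418 group had 1 library, so its values carry no error between cultures and no test was made between conditions.

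The tables listed 9099 transcripts in Untreated A, 9311 in Untreated B and 9370 in G418 A, of which 8812 were listed in all 3 libraries. The reads on these listed transcripts summed to 3946896 in Untreated A, 6470030 in Untreated B and 5111201 in G418 A. Of these, 3838477 reads lay in the CDS in Untreated A, 6288190 in Untreated B and 4869512 in G418 A. The set used for RRTS held 5684 transcripts, of which 2779 end in UGA, 1199 in UAG and 1706 in UAA.

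Across these 5684 transcripts, the log2 CDS density of the untreated libraries had a Pearson r of 0.988 and a Spearman rho of 0.985. The Pearson r between each untreated library and G418 A was 0.980. The log2 RRTS of the untreated libraries had a Pearson r of 0.777 and a Spearman rho of 0.752 over the 658 transcripts with an RRTS above 0 in both. Between Untreated A and G418 A the Pearson r of log2 RRTS was 0.486 over 1271 transcripts, and between Untreated B and G418 A it was 0.410 over 1174 transcripts. These correlations are across transcripts, which are not independent replicates, and no p-value was computed. An RRTS above 0 can rest on 1 read, and its size is then set by CDS density and region length. The region length is the same in every library and the CDS density was similar. Part of the RRTS correlations may therefore come from these and not from readthrough. With a mean of at least 500 CDS reads, the Pearson r of CDS density between the untreated libraries was 0.991.

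The share of RPFs in the 3′UTR compares how many ribosomes lay past the stop codon in each condition. It was 0.389% (Wilson 95% interval 0.383 to 0.395) in Untreated A, 0.335% (0.331 to 0.340) in Untreated B and 2.55% (2.54 to 2.57) in G418 A. The untreated mean was 0.362% ± 0.0382 (SD, n = 2). G418 A was 7.05-fold above this mean, whereas the untreated libraries differed by 1.16-fold. The alternative that moved this fold most took only transcripts that met the count minimum of the RRTS set and gave 9.01.

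The pooled RRTS gives the density of ribosomes between the NTC and the 3′TC as a percentage of the CDS density. The region keeps the 3′TC, where the study saw a peak of ribosomes with G418, whereas the CDS density leaves out its ends. RRTS values may therefore be above the density of ribosomes still elongating past the NTC. It was 1.57% (95% bootstrap interval 1.42 to 1.72) in Untreated A from 4590 readthrough reads, 1.25% (1.12 to 1.38) in Untreated B from 6118 reads and 21.3% (19.95 to 22.80) in G418 A from 78170 reads. The untreated mean was 1.41% ± 0.226 (SD, n = 2). G418 A was 15.2-fold above it, and the untreated libraries differed by 1.26-fold. Leaving out Untreated A moved this fold most, to 17.1.

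The median RRTS was 0% in both untreated libraries and 18.4% (95% bootstrap interval 17.4 to 19.2) in G418 A. An RRTS above 0 was found for 24.0% of transcripts in Untreated A (Wilson 95% interval 22.9 to 25.1), 22.3% in Untreated B (21.3 to 23.4) and 75.8% in G418 A (74.7 to 76.9). An RRTS of 0 means that readthrough was not detectable at this depth, which came to 4590 readthrough reads over 5684 transcripts in Untreated A. The RRTS exceeded 1, a density past the stop codon above that of the CDS, for 36 transcripts in Untreated A, 23 in Untreated B and 406 in G418 A.

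**Figure D1:**
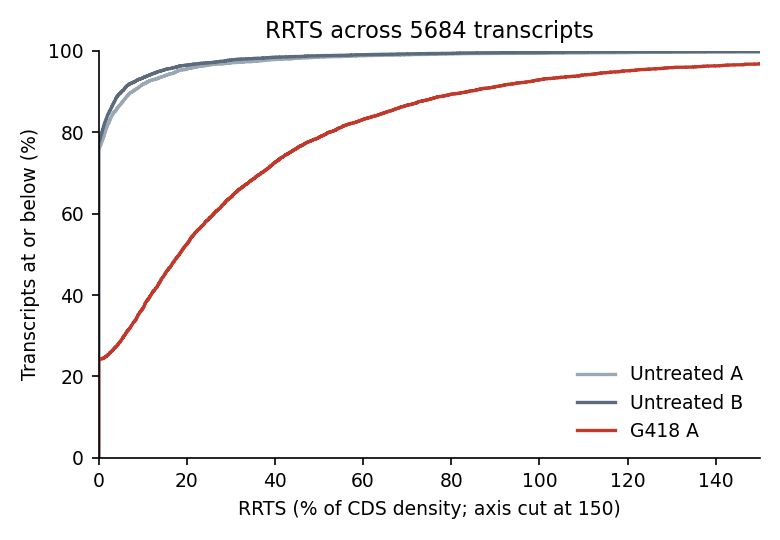
Cumulative percentage of the 5684 transcripts (y axis) at or below each RRTS in percent of the CDS density (x axis, which ends before the highest values), with 1 line per library. The median is 0% in both untreated libraries and 18.4% in G418 A.

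RRTS was compared between stop codons within each library, to ask which of them had more ribosomes past them. In the untreated libraries a difference need not be one of readthrough, because reads of every frame are counted. In G418 A the RRTS of UGA transcripts (n = 2779) was above that of UAA transcripts (n = 1706) with a probability of 0.658, and above that of UAG transcripts (n = 1199) with a probability of 0.602. UAG transcripts were above UAA transcripts with a probability of 0.568. Each of these 3 two-sided permutation tests gave p = 1e-05, the smallest that 100000 resamples can give, and an adjusted p of 2.25e-05 over the 9 tests. In Untreated A, UGA was above UAA with a probability of 0.525 (permutation p = 2.1e-04, adjusted p = 3.75e-04) and above UAG with a probability of 0.543 (permutation p = 1e-05, adjusted p = 2.25e-05). In Untreated B these probabilities were 0.517 (permutation p = 0.0108, adjusted p = 0.0139) and 0.527 (permutation p = 2.5e-04, adjusted p = 3.75e-04). UAG transcripts had the lower RRTS more often than UAA transcripts in Untreated A (probability 0.482, permutation p = 0.0173, adjusted p = 0.0195), and no difference between them was detected in Untreated B (probability 0.489, permutation p = 0.167, adjusted p = 0.167). In Untreated A this rank comparison followed the share of transcripts with an RRTS above 0, 18.9% for UAG and 22.7% for UAA, while the pooled RRTS was 1.20% for UAG and 1.19% for UAA. With an RRTS of 0 left out, the probability in Untreated A was 0.508. Whether the effects differ between libraries was not tested. Keeping only readthrough regions of at least 60 nt moved the comparison of UGA with UAA in G418 A most, to a probability of 0.700.

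The pooled RRTS in G418 A was 29.9% for UGA (95% bootstrap interval 27.9 to 31.9), 19.2% for UAG (17.1 to 21.4) and 12.2% for UAA (10.4 to 14.2). The untreated values were 1.79% ± 0.372 for UGA, 1.12% ± 0.110 for UAG and 1.11% ± 0.119 for UAA (SD, n = 2). G418 A was 16.7-fold above the untreated mean for UGA, 17.1-fold for UAG and 11.01-fold for UAA.

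The nucleotide after the stop codon, the +4 position, was examined by testing whether transcripts with C had a higher RRTS than those with each other nucleotide. Of the 9 comparisons per library, 7 had an adjusted p under 0.05 in G418 A, 2 in Untreated A and 3 in Untreated B, with adjustment over 27 one-sided permutation tests. In the untreated libraries all of these concerned UGA, although UAGC over UAGG also passed in Untreated A with an RRTS of 0 left out (probability 0.655, adjusted permutation p = 0.00442). In G418 A, the comparisons that did not pass were UGAC over UGAU (probability 0.533, permutation p = 0.0449, adjusted p = 0.0932) and UAGC over UAGA (probability 0.519, permutation p = 0.191, adjusted p = 0.344). The largest probability in G418 A was 0.664 for UAAC (n = 328) over UAAG (n = 412), with a permutation p of 1e-05 and an adjusted p of 4.5e-05. UGAC over UGAG had a probability of 0.637 in G418 A, 0.575 in Untreated A and 0.563 in Untreated B, each with a permutation p of 1e-05 and an adjusted p of 4.5e-05. Over the alternatives, the number of comparisons past the threshold in G418 A ranged from 6 to 8.

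Among the 4-nucleotide stop signals in G418 A, the pooled RRTS was highest for UGAC at 38.7% (95% bootstrap interval 33.4 to 44.4) and lowest for UAAG at 8.56% (6.68 to 11.6). The untreated values were 3.30% ± 0.810 for UGAC and 0.774% ± 0.00368 for UAAG (SD, n = 2). The fold of G418 A over the untreated mean was 11.7 for UGAC, 11.1 for UAAG, 20.3 for UGAU and 8.20 for UAAA.

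**Figure D2:**
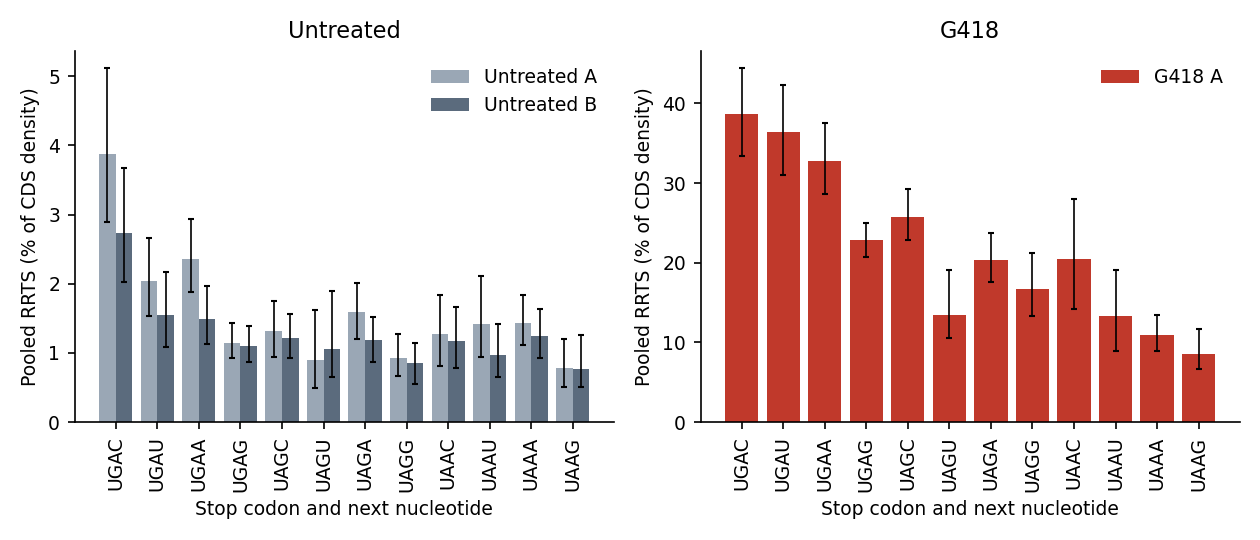
Pooled RRTS in percent for each stop codon with its next nucleotide in each library, with 95% bootstrap intervals; the panels have different y axes. In G418 A the values run from 8.56% for UAAG to 38.7% for UGAC.

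The nucleotide after that, the +5 position, was read from the 4418 transcripts matched in the reference. A Kruskal-Wallis statistic of RRTS over the 4 nucleotides was 14.1 in Untreated A (permutation p = 0.00281, adjusted p = 0.00843), 8.22 in Untreated B (permutation p = 0.0413, adjusted p = 0.0592) and 7.46 in G418 A (permutation p = 0.0592, adjusted p = 0.0592). The pooled RRTS was lowest for C in each library, at 1.15% in Untreated A, 1.02% in Untreated B and 18.9% in G418 A, and highest for A, at 2.03%, 1.57% and 24.1%. Leaving out transcripts with an RRTS of 0 moved the statistic in G418 A to 43.1, and a mean of at least 500 CDS reads moved it to 3.30.

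The density in the whole 3′UTR after the 3′TC was compared with the density before it over 5236 transcripts. The part after the 3′TC can hold further in-frame stop codons and the part before it includes the 3′TC, so the ratio does not measure how often ribosomes stopped at the 3′TC itself. The density before the 3′TC was 1.58% of the CDS density in Untreated A, 1.24% in Untreated B and 21.7% in G418 A. After it, the density was 0.177% (95% bootstrap interval 0.160 to 0.199) in Untreated A, 0.157% (0.142 to 0.177) in Untreated B and 0.851% (0.794 to 0.912) in G418 A. The ratio of the density after to that before was 0.112 (0.0983 to 0.127) in Untreated A, 0.127 (0.110 to 0.147) in Untreated B and 0.0392 (0.0358 to 0.0430) in G418 A. The density after the 3′TC was 5.08-fold higher in G418 A than in the untreated mean, and the untreated libraries differed by 1.13-fold. When the 1% of transcripts with the most reads after the 3′TC were left out, the ratio moved to 0.0971 in Untreated A, 0.112 in Untreated B and 0.0362 in G418 A.

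**Figure D3:**
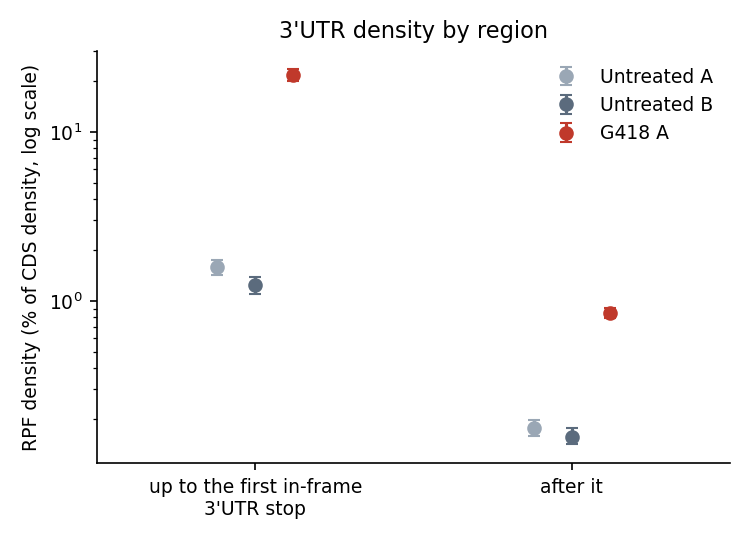
RPF density before and after the 3′TC as a percentage of the CDS density, on a log axis, with 95% bootstrap intervals. In G418 A it falls from 21.7% to 0.851%, and in Untreated A from 1.58% to 0.177%.

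Transcripts with no in-frame stop codon in the 3′UTR give a ribosome that reads through nothing to stop at before the end of the mRNA. The whole 3′UTR occupancy of these 242 transcripts was above that of the 5442 others with a probability of 0.6697 in G418 A (permutation p = 1e-05, the smallest possible, adjusted p = 3e-05). In the untreated libraries the probability was 0.450 in both (permutation p = 0.00411 in Untreated A and 0.00413 in Untreated B, adjusted p = 0.00413). The classes differ in 3′UTR length, with a median of 81.5 nt against 1014 nt. Among 3′UTRs of 50 to 300 nt, the probability in G418 A was 0.552 (permutation p = 0.0302, adjusted p = 0.0905), which did not pass the threshold. The median lengths in this range still differed, at 102 nt against 178 nt.

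Among the genes the study names, HSPA1B (ENST00000375650.5; hg38 chromosome 6, stop codon at 31829874 to 31829876 in exon 1 of 1) had an RRTS of 76.7% in G418 A from 452 readthrough reads, against 2.64% from 7 reads in Untreated A and 1.964% from 11 reads in Untreated B. Reads from HSPA1A can be credited to HSPA1B, so its values are uncertain. APRT (ENST00000378364.7), with no in-frame 3′UTR stop codon, had an RRTS of 37.8% in G418 A from 164 reads, against 2.76% from 10 reads in Untreated A and 0 reads in Untreated B. AMD1 (ENST00000368885.8; hg38 chromosome 6, stop codon at 110893614 to 110893616 in exon 9 of 9) had an RRTS of 48.2% in G418 A from 101 reads, 3.31% from 3 reads in Untreated A and 10.2% from 13 reads in Untreated B. The later annotation counts 381 nt of its 384-nt readthrough region as CDS. The study reported stalled ribosomes at the 3′TC of AMD1, which lies inside this region, so the RRTS mixes that peak with ribosomes before it. The CDS density of AMD1 rose by 0.97 on the log2 scale over the untreated mean. The rise was 0.86 over Untreated A and 1.08 over Untreated B. HIST1H4J (ENST00000355057.2) had 65 readthrough reads and an RRTS of 28.5% in G418 A and 0 reads in both untreated libraries, and reads from other H4 genes can be credited to it. SELENOH (ENST00000388857.8; hg38 chromosome 11, stop codon at 57742215 to 57742217 in exon 3 of 3) had an RRTS of 19.4% in G418 A from 7 reads and 2 reads in each untreated library. ATF4 (ENST00000404241.6; hg38 chromosome 22, stop codon at 39522600 to 39522602 in exon 4 of 4) had 0 readthrough reads in G418 A, 1 in Untreated A and 0 in Untreated B, with 209 CDS reads in G418 A, so readthrough was not detectable there at this depth.

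The highest RRTS in G418 A among transcripts with at least 50 readthrough reads was 253% for ATG12 (ENST00000509910.2; hg38 chromosome 5, stop codon at 115831804 to 115831806 in exon 4 of 4), from 89 reads, against 1 read in Untreated A and 0 in Untreated B. MRPL53 followed with 228%, EMC6 with 222%, SPCS1 with 220% and TRMT112 with 211%, from 55 to 135 readthrough reads. In the untreated libraries these 4 had at most 8 readthrough reads. All 5 transcripts end in UGA.

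The CDS density of each transcript was compared to ask which genes changed in ribosome occupancy, which mixes mRNA level and translation. Of 5684 transcripts, 51 rose by at least 1 on the log2 scale in G418 A over the untreated mean and 6 fell by at least 1, against 15 and 9 for Untreated B over Untreated A. Over Untreated A alone the numbers were 97 and 5, and over Untreated B alone 57 and 16. A mean of at least 20 CDS reads moved the number that rose most, to 210 transcripts, while with this setting 258 transcripts passed the same threshold in either direction between the untreated libraries. With a mean of at least 500 CDS reads, 3 transcripts rose and 3 fell, and 3 transcripts passed the threshold between the untreated libraries.

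The largest rise over the untreated mean was that of PPP1R14B (ENST00000309318.8; hg38 chromosome 11, stop codon at 64244754 to 64244756 in exon 4 of 4), from 13.8 ± 6.30 RPM of CDS reads (SD, n = 2) to 49.1, a log2 change of 1.79. SLC6A8, HERPUD1, ZMYND19 and ALKBH5 followed, with log2 changes from 1.42 for ALKBH5 to 1.52 for SLC6A8. The log2 change of PPP1R14B was 2.33 over Untreated A and 1.40 over Untreated B. Over Untreated B alone, HERPUD1 (1.75) and SLC6A8 (1.69) rose more than PPP1R14B. The log2 change of ALKBH5 was 2.08 over Untreated A and 0.96 over Untreated B. The largest fall over the untreated mean was that of NDUFA1 (ENST00000371437.5; hg38 chromosome X, stop codon at 119876532 to 119876534 in exon 3 of 3), from 302 ± 25.6 RPM of CDS reads (SD, n = 2) to 119, a log2 change of -1.34. On the log2 scale over the untreated mean, HIST1H2AG fell by 1.27, TCEAL8 by 1.09, ID3 by 1.06 and PRMT6 by 1.05. Reads of HIST1H2AG can be shared with other H2A genes. Over Untreated A alone, TCEAL8 (-0.93), ID3 (-0.90) and PRMT6 (-0.85) did not pass the threshold of 1, but they passed it over Untreated B. Over Untreated B alone, the log2 change was -1.43 for NDUFA1 and -1.49 for HIST1H2AG.

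Of the 4 gene sets, the histones, the selenoproteins and the chaperones and foldases follow groups of genes that the study examines, and the cytosolic heat shock proteins were a further set written down with them. The median log2 change of 22 endoplasmic reticulum chaperones and foldases was 0.50, above all 10000 random sets of the same size and expression (percentile 100), and 21 of the 22 rose (19 of 22 after TMM scaling). Between the untreated libraries, the median of this set was -0.15 (percentile 0.5). The median change of 12 cytosolic heat shock proteins was 0.16 (percentile 97.1), against -0.02 (percentile 49.5) between the untreated libraries. The median change of 13 selenoproteins was 0.30 (percentile 96.4), against 0.23 (percentile 92.7) between the untreated libraries, a difference of similar size. The median change of 26 replication-dependent histones was -0.34 (percentile 0.0), but between the untreated libraries it was 0.35 (percentile 100), a difference of similar size between replicates. Leaving out an untreated library moved the sets most, and the histone median was then -0.52 (percentile 0.0) without Untreated A and -0.16 (percentile 1.94) without Untreated B.

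**Figure D4:**
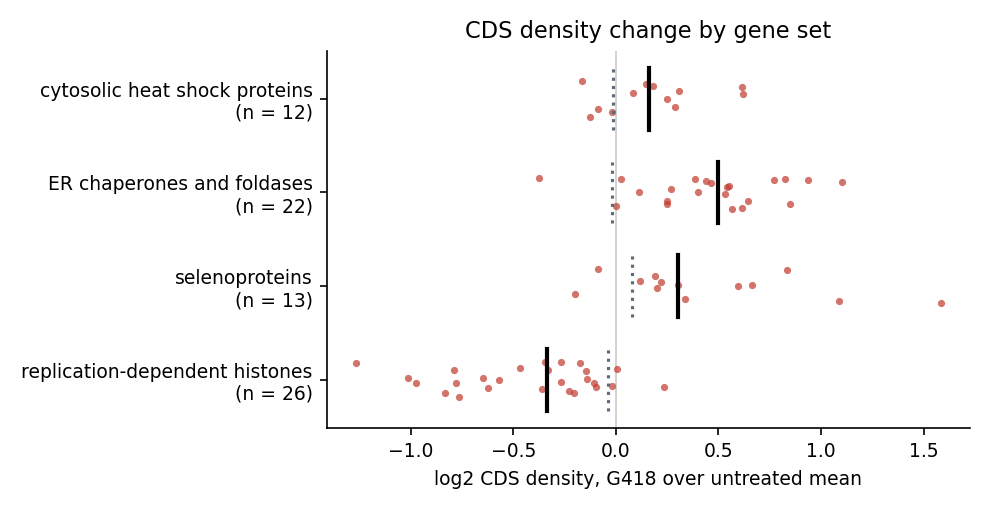
Log2 change of CDS density in G418 A over the untreated mean for the members of 4 gene sets (points), with the set median (black bar) and the median of random sets (dotted). The median is 0.50 for the endoplasmic reticulum chaperones and -0.34 for the histones.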

Values the study reported

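The study reported that RRTS correlated between biological replicates with R > 0.7. It also reported that, among the aminoglycosides it compared, at the concentrations it used, G418 left the most ribosomes in the 3′UTR, at 20% of the density in the CDS. That value was measured in fixed windows on either side of the stop codon, and not up to the 3′TC.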

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

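The alternatives below were chosen before the data were examined, except these, which were chosen after seeing the data: the deposited whole-number counts, leaving out readthrough regions that overlap annotated CDS, both alternatives for the +5 nucleotide, leaving out the 1% of transcripts with the most reads after the 3′TC, and scaling CDS reads to all assigned reads. The cause of each change given here was not tested. An estimate of reads in the first 6 nt of the 3′UTR was not run, because the 3′UTR counts already leave these nucleotides out. Untreated A and G418 A share a replicate letter, but the labels do not say whether it marks cultures handled together, so neither untreated library was taken as the matched one. With G418 A set against Untreated A alone the histone median was -0.16, and against Untreated B alone it was -0.52.

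The fold of the pooled RRTS in G418 A over the untreated mean stayed between 13.6 and 17.1 over all 9 alternatives tried. In G418 A, the comparisons between stop codons kept their direction and their side of the threshold in 21 of 21 alternatives. The median changes of the 4 gene sets kept their sign under the 8 alternatives tried for each.

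With a mean of at least 500 CDS reads, the pooled RRTS in G418 A moved to 19.5% and its median to 19.6%. The share of transcripts with an RRTS above 0 moved to 86.3% in G418 A and 33.2% in the untreated mean, a fold of 2.60. With no count filter, the median in G418 A moved to 13.5%, and the share above 0 to 63.4% in G418 A and 17.4% in the untreated mean, a fold of 3.64. With readthrough regions of at least 60 nt, the pooled RRTS moved to 19.5% in G418 A and 1.17% in the untreated mean, and the share above 0 to 83.7% and 28.1%, a fold of 2.97. After thinning every library to equal depth, this share was 75.6% in G418 A and 22.9% in the untreated mean. The count minimum was applied to the thinned reads, so results after thinning also cover fewer transcripts. For UGA and UAA together these were 4005 in place of 4485.

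The 3′UTR share moved to 2.42% in G418 A and 0.269% in the untreated mean (fold 9.01) among transcripts that met the count minimum of the RRTS set. Without the 1% of transcripts with the most 3′UTR reads it moved to 2.19% and 0.258% (fold 8.49). With the deposited whole-number counts the untreated mean moved to 0.318% (fold 8.02).

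In Untreated B, UGA over UAA no longer passed the threshold with at least 500 CDS reads (probability 0.510, adjusted permutation p = 0.382), with no count filter (0.509, p = 0.0562), with regions of at least 60 nt (0.513, p = 0.206) or after thinning to equal depth (0.507, p = 0.316). UAG against UAA in Untreated B passed it with at least 500 CDS reads (0.465, adjusted permutation p = 0.0132), with no count filter (0.487, p = 0.0295) and with regions of at least 60 nt (0.471, p = 0.0125). In Untreated A this comparison no longer passed when the count minimum was applied in that library alone (0.483, adjusted permutation p = 0.0599), and it reversed to 0.508 (p = 0.753) when an RRTS of 0 was left out. Whether UAG and UAA differ past the threshold in the untreated libraries therefore depends on these settings.

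For the nucleotide after the stop codon, the number of comparisons past the threshold in Untreated A was 1 with at least 500 CDS reads. Of the 189 alternatives for single comparisons, 159 kept their result, 4 became weaker, 6 stronger and 20 reversed. In G418 A, UAGC over UAGU no longer passed with at least 500 CDS reads (0.558, adjusted permutation p = 0.209) or with an RRTS of 0 left out (0.540, p = 0.163). UGAC over UGAU passed there with at least 500 CDS reads (0.567, adjusted permutation p = 0.0458) and with no count filter (0.551, p = 9.45e-04), and UAGC over UAGA with regions of at least 60 nt (0.569, p = 0.0197). In Untreated A, UGAC over UGAU no longer passed with at least 500 CDS reads (0.545, adjusted permutation p = 0.135) or with an RRTS of 0 left out (0.562, p = 0.0866). With an RRTS of 0 left out, UGAC over UGAA (0.628, adjusted permutation p = 3.86e-05) and UAGC over UAGG (0.655, p = 0.00442) passed in Untreated A. UGAC over UGAA also passed there with the count minimum in that library alone (0.531, adjusted permutation p = 0.0385). All 20 reversals were in the untreated libraries, and none of these comparisons had passed the threshold. With an RRTS of 0 left out, UAGC over UAGA reversed to 0.591 in Untreated A and 0.549 in Untreated B, UAAC over UAAA to 0.543 and 0.516, and in Untreated B UAAC over UAAG to 0.545 and UAAC over UAAU to 0.440. With regions of at least 60 nt, in Untreated A UAGC over UAGG reversed to 0.492, UAGC over UAGU to 0.487 and UAAC over UAAG to 0.487, and in Untreated B UAGC over UAGA to 0.504 and UAGC over UAGU to 0.504. With no count filter, UAGC over UAGG reversed to 0.495 in both libraries, and in Untreated A UAGC over UAGU to 0.492 and UAAC over UAAG to 0.497. UAGC over UAGU in Untreated A also reversed to 0.483 with at least 500 CDS reads, to 0.498 after thinning, and to 0.496 with the count minimum in that library alone. UAGC over UAGG reversed to 0.497 in Untreated B with that last setting, and to 0.496 in Untreated A without regions that overlap annotated CDS.

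The +5 statistic in Untreated A no longer passed the threshold with at least 500 CDS reads (7.17, adjusted permutation p = 0.199). With this setting the statistic did not pass in Untreated B (0.146, adjusted permutation p = 0.986) or G418 A (3.30, p = 0.523) either. With an RRTS of 0 left out it passed in Untreated B (15.1, adjusted permutation p = 0.00249) and in G418 A (43.1, p = 3e-05). The ratio of the density after the 3′TC to that before it in Untreated A moved to 0.0971 without the 1% of transcripts with the most reads after the 3′TC.

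For transcripts without an in-frame 3′UTR stop, the comparison among 3′UTRs of 50 to 300 nt no longer passed the threshold in Untreated A (0.475, adjusted permutation p = 0.232), Untreated B (0.464, p = 0.128) or G418 A (0.552, p = 0.0905). With at least 500 CDS reads it no longer passed in Untreated A (0.484, p = 0.558) or Untreated B (0.474, p = 0.531), and it passed in G418 A. The Pearson r of CDS density between the untreated libraries moved to 0.991 with at least 500 CDS reads.

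With at least 20 CDS reads, 210 transcripts rose and 47 fell by at least 1 on the log2 scale, against 258 past the threshold between the untreated libraries. With at least 500 CDS reads, the numbers were 3, 3 and 3, and with a pseudocount of 5 RPM 26, 2 and 9. Leaving out 1 untreated library gave from 57 to 97 rises and from 5 to 16 falls, and of the 51 transcripts that rose over the mean, 32 rose without Untreated A and 44 without Untreated B. The median change of the endoplasmic reticulum chaperones ranged from 0.46 to 0.61 and that of the cytosolic heat shock proteins from 0.12 to 0.17 when 1 untreated library was left out. With TMM factors, the median of the cytosolic heat shock proteins was 0.13.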

Other observations

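The tests of the 5′UTR share and of the whole-number counts were chosen only after the result was seen, and the other tests were chosen beforehand. Each of these patterns was found and tested in the same 3 libraries, with 1 library for G418.

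The higher RRTS of UGA than of UAA transcripts in G418 A was tested against differences in region length and read depth. UGA transcripts had a median readthrough region of 69 nt and UAA transcripts one of 57 nt. When stop codons were permuted only within 50 strata of region length and CDS reads, the permutation p was 1e-05, the smallest that can be given, and the probability within strata was 0.677 over 4485 transcripts. Region length and depth therefore do not account for this difference. With the same next nucleotide, the pooled RRTS in G418 A was also higher for UGA than for UAA. It was 32.8% for UGAA against 10.96% for UAAA, and 38.7% for UGAC against 20.5% for UAAC. It was 22.8% for UGAG against 8.56% for UAAG, and 36.4% for UGAU against 13.3% for UAAU. This argues against the next nucleotide as the source in this library. The study's reporters showed a general trend of UGA above UAG above UAA. A biological effect remains a hypothesis, because sequence further away was not held fixed.

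The density before the 3′TC in G418 A may include ribosomes that terminate at the 3′TC, since that codon lies inside the region. The pooled RRTS in G418 A was 32.2% in the 25% of transcripts with the shortest regions (18 to 36 nt), then 27.2%, 22.8% and 18.3% in the 25% with the longest (117 to 951 nt). The ratio of the shortest to the longest was 1.76, above the 1.5 set beforehand, so this explanation remains. The untreated libraries followed the same order, from 2.89% ± 0.675 to 0.948% ± 0.131 (SD, n = 2). Among the 242 transcripts without an in-frame 3′UTR stop, the shorter over the longer regions gave a ratio of 1.11 with a 95% bootstrap interval of 0.728 to 1.70. This cannot tell whether shorter regions carry more density in the absence of a stop codon at their end.

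High RRTS values could come from coding sequence of another annotated transcript. The authors had chosen transcripts with the 3′-most stop codon to avoid such overlaps, so few were left to find. Among the 50 matched transcripts with the highest mean untreated RRTS, 3 (6%) had a readthrough region that overlaps annotated CDS, against 2.70% of the 4368 others (Fisher's exact test, one-sided, p = 0.156). Among the 50 with the highest RRTS in G418 A, 0 had such an overlap, against 2.77% of the others (Fisher's exact test, one-sided, p = 1.0). An excess of overlaps was not detected in either list of 50, and 77.7% of transcripts had a match to examine. A smaller list, chosen after its values were seen, had more overlaps. Of 13 transcripts with at least 20 readthrough reads in both untreated libraries, 9 had a matched region, and 3 of these 9 overlapped annotated CDS (AL031777.3 by 78 nt, MDH1 by 54 nt and LDHB by 18 nt), which was not tested. The RRTS of AL031777.3 was lower in G418 A than in both untreated libraries. That of MDH1 was higher, at 79.3% against 25.4% in Untreated A and 19.4% in Untreated B, as was that of LDHB, at 40.3% against 15.3% and 11.4%. In MDH1 and LDHB the annotated CDS covers the whole region but its last 3 nt. Overlap alone cannot tell whether the annotated CDS is another transcript's coding sequence or the readthrough product itself.

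For transcripts without an in-frame 3′UTR stop, the hypothesis was that ribosomes that read through reach the 3' end and the transcript loses CDS density in G418. Their median log2 change was -0.04 against 0.05 in random sets matched on expression and 3′UTR length, at percentile 0.0. Over Untreated A alone the percentile was 16.83 and over Untreated B alone it was 0, while Untreated B over Untreated A lay at percentile 100. The pattern cannot be told apart from the difference between the untreated libraries. In addition, 44 of the 242 transcripts lay in strata with too few others to draw from, and 7 are histone genes.

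A loss of CDS density among transcripts with a high untreated RRTS could not be decided. The 1421 transcripts with the highest untreated RRTS had a median log2 change of 0.02 against 0.03 in random sets, at percentile 23.02. The percentile was 16.65 over Untreated A alone and 99.27 over Untreated B alone, and Untreated B over Untreated A lay at percentile 0. These transcripts were also chosen by an RRTS whose denominator is the untreated CDS density, so the comparison cannot be told apart from the difference between the untreated libraries or from this choice.

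The 5′UTR share of RPFs was 2.18% in G418 A, under the 2.36% of Untreated A and the 2.48% of Untreated B. Without the 1% of transcripts with the most 5′UTR reads it was 1.54% in G418 A, 1.64% in Untreated A and 1.76% in Untreated B, so a few transcripts did not carry all of the difference. Per 100 CDS reads, there were 2.29 5′UTR reads in G418 A, 2.42 in Untreated A and 2.55 in Untreated B, so the larger number of 3′UTR reads did not account for all of it. With 1 library of G418 the difference cannot be told apart from variation between cultures, and no biological explanation was tested.

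In Untreated A, 9080 of 9099 whole-number CDS counts deposited by the authors were 1 lower than the reads recovered from the RPM values. Of 83340 counts compared over the 3 libraries, 0 differed by anything but 0 or 1. Of these counts, 57295 were above 0 by the recovered reads and could be lower at all. This nearly restates the pattern, so it cannot tell whether whole-number conversion cut off the fraction in place of rounding. The recovered reads were used in place of these counts.

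A single transcript held many of the untreated 3′UTR reads. EDARADD, chosen after its values were seen, had 1959 3′UTR reads in Untreated A (12.8% of all), 2920 in Untreated B (13.5%) and 1564 in G418 A (1.20%), with 24, 25 and 31 CDS reads. Of these 3′UTR reads, 0, 0 and 3 lay in the readthrough region, so they bear on the 3′UTR share and not on the RRTS.

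Of the 13 transcripts with at least 20 readthrough reads in both untreated libraries, HOXD11 had the highest untreated RRTS, at 68.4% in Untreated A, 90.7% in Untreated B and 148% in G418 A. AL031777.3, named after its values were seen, was the only one of the 13 with a lower RRTS in G418 A (23.8%) than in both untreated libraries (34.8% in each), and all 78 nt of its readthrough region are annotated as CDS. Over the 643 transcripts with an RRTS above 0 in all libraries, the Spearman rho between the untreated mean and G418 A was 0.481, across transcripts, which are not independent replicates. Where the RRTS rests on few reads, shared CDS density and region length may contribute to this rho.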
